# *Cbf *genes of the Fr-A2 allele are differentially regulated between long-term cold acclimated crown tissue of freeze-resistant and – susceptible, winter wheat mutant lines

**DOI:** 10.1186/1471-2229-9-34

**Published:** 2009-03-23

**Authors:** Fedora Sutton, Ding-Geng Chen, Xijin Ge, Don Kenefick

## Abstract

**Background:**

In order to identify genes that might confer and maintain freeze resistance of winter wheat, a comparative transcriptome analysis was performed between control and 4 wk cold-acclimated crown tissue of two winter wheat lines that differ in field freeze survival. The lines, generated by azide mutagenesis of the winter wheat cultivar 'Winoka' were designated FR (75% survival) and FS (30% survival). Using two winter lines for this comparative analysis removed the influence of differential expression of the vernalization genes and allowed our study to focus on *Cbf *genes located within the *Fr-A2 *allele independent of the effect of the closely mapped *Vrn *allele.

**Results:**

Vernalization genes, (*Vrn-A1*, *B1 *and *D1*), and the transcription factor gene, *TaVrt-2*, were up-regulated to the same extent in FR and FS lines with cold acclimation thus confirming that azide mutagenesis had not modified the winter habitat of the lines. One category of *Cbf *genes, (*Cbf-2*, -*A22 *and B-22) reflected an increase in level of expression with cold acclimation in both FR and FS lines. Another category of *Cbf *genes (*Cbf-3*, -*5*, -*6*, -*12*, -*14 *and -*19*) were differentially expressed between cold-acclimated FR and FS lines relative to the non-acclimated controls. Comparison of expression patterns of the two categories of *Cbf *genes with the expression patterns of a set of ABA-dependent and -independent *Cor/Lea *genes revealed similar patterns of expression for this sample of *Cor/Lea *genes with that for *Cbf-2 *and *-22*. This pattern of expression was also exhibited by the *Vrn *genes.

**Conclusion:**

Some *Cor/Lea *genes may be co-regulated by the *Vrn *genes during cold acclimation and the *Vrn *genes may also control the expression of *Cbf-2, -A22 and -B22*. The increased freeze survival by the FR line and the increase in expression levels of wheat *Cbf *genes, *Cbf-3*, -*5*, -*6*, -*12*, -*14 *and -*19 *with cold acclimation in the FR line suggests a possible gain of function mutation resulting in higher levels of expression of these *Cbf *genes and increased freeze survival.

## Background

In order for winter cereals to switch from vegetative to reproductive phase, they must undergo a low temperature regime described as veranlization. Recessive alleles at the major *Vrn *loci (*vrn-A1, vrn-B1, vrnB4, vrn D1, vrn D5*) results in winter wheat and a dominant allele at one or more of these loci results in spring wheat [1-4]. The low non-freezing temperatures needed for vernalization are also needed for cold acclimation which is defined as the period of exposure to low non-freezing temperatures necessary for freeze survival.

Cold acclimation for wheat is usually 2–4°C for 4–6 wk (autumn) conditions. The ability to survive freezing temperatures has been represented by various terms including frost tolerance, winter hardiness, frost hardiness, freezing tolerance, freeze survival, cold resistance and freeze resistance. For consistency, we use the term freeze resistance as was done in our report on water loss by hard red winter wheat during cold acclimation [5]. The *Fr *loci which have been linked to freeze resistance have been mapped to all 3 genomes on the long arm of chromosome 5 in close approximation to the *Vrn *loci [6-8]. Therefore, attempts to identify genes linked to freeze resistance by comparing gene expression between winter and spring types have been confounded by the involvement of the *Vrn *loci which is also low-temperature regulated.

In an attempt to reduce the *Vrn *loci contribution to the study of freeze resistance in winter wheat, various near isogenic lines (NILs) for the *Vrn-1 *genes have been generated. These include: two *Vrn-1 *NILs developed from the sping cv. 'Triple Dirk' [9,10] and another set developed from the spring cv. Manitou (*Vrn-A1*) and the winter cv. Norstar (*vrn-A1*)[11,12]. In this study, in order to normalize for the involvement of the *Vrn *loci, we made use of two winter wheat mutant lines that vary in freezing survival [13]. We refer to the lines as freeze resistant (FR) or freeze susceptible (FS) based on their ability as a result of cold acclimation to withstand freezing temperatures in the fields (Table 1).

**Table 1:** Field freeze survival data.

**Entry**	**% Freeze Survival**	**Mean Height (cm)**
Winoka	35%	78
16029 (FR)	75%	60
16169 (FS)	30%	63

The percentage survival reported represents the average of two replications. The mean height for these lines were obtained from three replications at two locations in SD.

A significant body of research exists that describes the involvement of *Cor/Lea *genes during cold acclimation in cereals. A few of these include cold acclimation of barley and wheat [14-16]. We have contributed to these studies by examining the effect of cold acclimation on ABA-regulated barley genes such as *Hva1 *[17] and wheat genes not regulated by ABA such as *Tacr7 *[13]. Wheat ESTs are available for functional genomics [18] and include wheat *Cor/Lea *genes known to be controlled by an ABA-independent pathway: *Wcor15, Wcor14, Wcs19, Wlt10*, and *Wcs120 *[19,15,20] and others that respond to cold acclimation through an ABA-dependent pathway: *Wrab17, Wrab18, Wrab19 *and *Wcor825 *[21-24].

An understanding of the role of the *Cor/Lea *genes can be better achieved if the length of cold acclimation and the tissue used for cold acclimation is defined more carefully. Ganeshan *et al *[12] have demonstrated that *Wcor14 *levels in leaf tissue of winter Norstar declined by 21 d of cold acclimation, whereas *Wcor14 *levels were sustained to 63 d cold acclimation of crown tissue. Knox *et al *[25] reported no differential expression with 12°C treatment of crown tissue from wheat lines varying in freeze resistance. In our study, we were particularly interested in understanding sustained 4°C cold acclimation for at least 4 wk (the conditions we have determined distinguish FR from FS lines based on freeze survival) and specifically we wished to understand the gene expression levels in the crown tissue, the most freeze resistant part of the plant [26,27].

With the identification of many *Cor/Lea *genes, researchers concluded that a better understanding of the role of such genes in freeze resistance could be ascertained by determining how these genes are regulated at the transcriptional level. Such studies led to the discovery of C-repeat/dehydration-responsive elements (CRT/DRE) in the promoter region of the *Cor/Lea *genes[28,29] and the identification of the proteins that bind the CRT/DRE as CRT-binding factor/DRE-binding proteins 1 (CBF/DREB1) [30,31]. The involvement of CBFs in the cold acclimation process has been described [32-35].

Vagujfalvi *et al*., [36,37] using *Cbf *gene specific primers examined the response of *Cbf *genes in *T. aestivum*. They reported that a 2 hr, 2°C (LT) treatment caused a four-fold induction of genes *TaCbf-14, -15 *and *-16 *in frost tolerant lines harboring the frost tolerant allele CNN *Fr-A2*, compared to the frost sensitive lines. Stockinger *et al *[38] studying *Cbf *gene expression in barley reported that *HvCbf-2 *and *-4 *were expressed to higher levels in frost tolerant lines harboring the 'Nure' *Fr-H2 *allele than in the frost sensitive 'Tremois' *Fr-H2 *allele. The wheat species *T. aestivum *and *T. monococcum *have been reported to contain around ten *Cbf *groups of which groups *CbfIIId, IVa, IVb, IVc *and *IVd *were induced to higher levels in the winter cultivar in response to LT [39]. These researchers postulated that the higher inherited and LT inducible *Cbf *expression may mean that these *Cbf *groups are major components for control of wheat to develop freezing resistance.

Miller *et al *[40] generated seven recombination events within the C*bf *cluster located in the *Fr-A2 *allele by crossing *T. monococcum *genotypes DV92 (spring frost sensitive) with G3116 (winter frost tolerant). These recombination events were studied by Knox *et al *[25] who described three gene clusters at the *Fr-A2 *locus of *T. monococcum*. These were designated: (1) Proximal (*Cbf-2, -4, -9 and -17); *(2) Central (*Cbf-14, -15, -12*) and (3) Distal (*Cbf-16, -13, -3 and -10*). From the frost tolerance data generated by Knox *et al.*,[25], the locus for frost tolerance was completely linked to the central gene cluster (*Cbf-14, -15, -12*).

We used the Affymetrix Wheat chip for comparative transcriptome analyses between an FR and an FS line with RNA from non-acclimated and long-term cold acclimated (4 wk) winter wheat crown tissue. In this report we highlight the behavior of the *Cbf *genes of the *Fr-A2 *loci and propose a model for their involvement in confering freeze resistance.

## Results

### Comparative transcriptome profiling

Transcript levels were averaged for two technical replicates each consisting of three pooled biological replicates. FR represents the freeze resistant line (75% field survival) and FS represents the freeze susceptible line (30% field survival). Heat maps are presented in the respective section. The colors red and green are used to indicate up-regulation and down-regulation respectively in response to cold acclimation relative to non-acclimated control samples. The black color represents no change in gene expression in response to cold acclimation. The microarray data has been deposited at the Plant Expression database  accession number TA22. The data has also been deposited in the GEO database, Accession # = GSE14697 .

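Crown RNA of the FR and FS lines was measured on 8 Affymetrix wheat arrays, 2 for each of 4 groups. The groups were non-acclimated FR (FR NT), cold-acclimated FR (FR CA), non-acclimated FS (FS NT) and cold-acclimated FS (FS CA). The CA plants spent 4 weeks at 4°C. The paper gives 22–28°C for the control plants, and the deposited labels give 25°C. The deposited values are log2 signals that the authors background-corrected and normalized with gcRMA, for 61290 probe sets per array. The array medians were 2.86 to 2.95 and the highest values 16.70 to 16.89. The lowest value, 2.15, is a floor that 31.9% to 32.6% of the tested probe sets of an array share. After 175 control probe sets were set aside, 61115 were tested with limma, with a mean for each group and a spread shared by the 4 groups (4 residual degrees of freedom). A probe set was called at an adjusted p under 0.05 over all tested probe sets. In FR crowns 17687 probe sets (28.9%) changed with cold acclimation, 9363 higher and 8324 lower. In FS crowns 18419 (30.1%) changed, 10010 higher and 8409 lower. The lines shared 16167 of these changes in direction, 8624 higher and 7543 lower in both, where chance gives 1533.6 and 1145.3, and 14 changed in opposite directions. The responses of the lines, which share no array, had a Pearson r of 0.976 and a Spearman rho of 0.891 across probe sets, which are not independent replicates. Arrays of a group correlated at 0.992 to 0.996, arrays of the other line under the same treatment at 0.990 to 0.996, and arrays of the other treatment at 0.863 to 0.883. The poly-A spike-ins, RNAs added in a fixed amount, were 0.70 higher in the CA arrays of each line, and the array medians were 0.07 lower. With each array centred on these spike-ins, a choice made after the data were seen, 46129 probe sets were called in FR (11.2% higher) and 46613 in FS (12.2% higher). With every value under its array median raised to that median, 48380 were called in FR (22.3% higher) and 48997 in FS (23.1% higher). In both settings a value at the floor takes the shift of its array by construction. Such probe sets can then be called lower, so that these counts are not counts of changed transcripts. Each array held RNA pooled from 3 biological replicates, and the paper calls the arrays of a group technical replicates, so that every p-value here measures only the spread between arrays. The number of arrays limits the precision.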

### Winter habitat mutant lines

A distinction between winter and spring habitat can be made based on the expression of various *Vrn *genes, (*Vrn-A1, -B1*, -*D1*), and the genes for the vernalization transcription factors *TaVrn1/TaVrt-1 *and *TaVrt-2 *in response to cold acclimation. The transcriptome analyses data for these five genes are depicted in Figure 1. Genes, (*Vrn-A1, -B1*, and -D1), showed greater than 8-fold regulation to the same extent in FR as FS with cold acclimation relative to the control non-acclimated samples. *TaVrt-2 *was expressed to 4-fold levels in both FR and FS. *TaVrn1 *was not induced with cold acclimation in either FR or FS lines.

**Figure 1:**
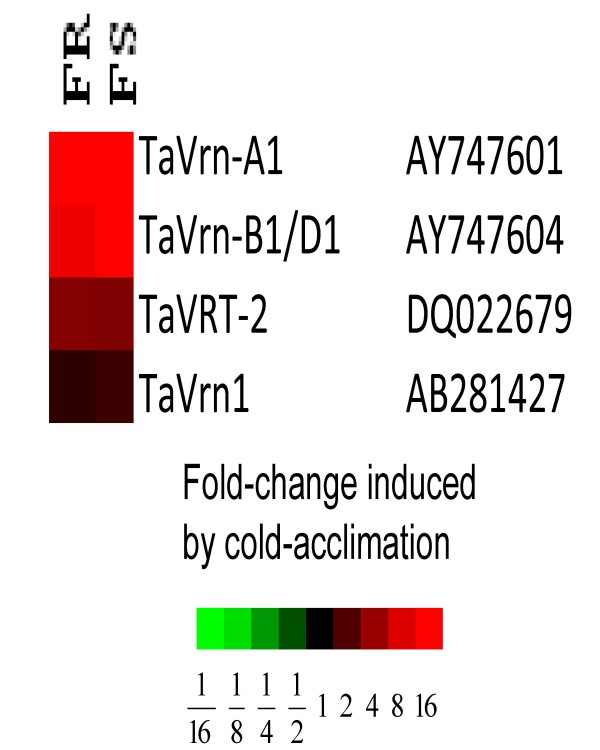
**Expression of Vernalization genes in two mutant winter wheat lines**. Values are represented as a heatmap of fold change induced by cold acclimation in FR (freeze resistant, 75% field survival) compared with FS (freeze susceptible, 30% field survival) lines relative to control non-acclimated samples. Colours used to represent fold-change in gene expression are: red – up-regulated and black – not regulated. The accession numbers are listed next to the gene names.

### *Cbf *genes expression patterns

As seen in Figure 2, transcript levels for 17 *Cbfs *identified on the chip appeared to fall into three basic categories. 

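Cbf-D22, Cbf-21.1, Cbf-5.3, Cbf-10 and Cbf-9, members of the family of transcription factors that bind the C-repeat elements of cold-regulated promoters, gave signals close to the floor of the arrays in all 4 groups. Their log2 signals lay between 2.15 and 2.43 on the 8 arrays, and their group means were under the median of the tested probe sets in every group (2.86 to 2.95). Cbf-D22 (LOC100037635) was at the floor on 8 arrays and Cbf-5.3 (LOC100037613) on 7. Cbf-10 (LOC100037618) reached 2.43 on 1 FR CA array, and Cbf-9 (LOC778408) stood between 2.16 and 2.23. Cbf-21.1 (LOC100037627) stood highest, at the 44.8th to 45.6th percentile of the group means. The log2 differences of these 5 probe sets between CA and NT were 0.00 to 0.14 in FR and 0.00 to 0.06 in FS, and limma called 0 of 5 in either line (0 of 5 at an unadjusted p under 0.05). Calls appeared without 1 array, where the array left alone is assumed to vary like the other groups: Cbf-5.3 (0.06) and Cbf-9 (0.07) in FR without FR CA replicate 1, Cbf-10 (0.28) in FR without FR CA replicate 2, and Cbf-21.1 in FS without FS NT replicate 1 (0.0096) or 2 (0.10). Centred on the spike-ins, the 4 of these genes other than Cbf-10 in FR (-0.70 to -0.67) and other than Cbf-21.1 in FS (-0.70 each) were called lower, as the floor then takes the shift of the spike-ins, and with values floored at the array median all 5 were called lower (-0.066 in FR and -0.070 in FS). Cbf-4 and Cbf-15.2 were not analysed here.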

Category I: Those with very low levels of expression in the crown tissue of both FR and FS lines with and without cold-acclimation (*Cbf-D22, -4, -15.2, -21.1, -5.3*, -*10 *and *-9*). 

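Cbf-A22 and Cbf-B22, CBF transcription factor genes, rose with cold acclimation in both lines. Cbf-A22 (LOC100037633) went from 4.66 ± 0.15 (SD, n = 2 arrays) in FR NT to 7.02 ± 0.44 in FR CA, a 5.15-fold rise, and from 4.78 ± 0.01 in FS NT to 7.01 ± 0.14 in FS CA, a 4.70-fold rise. In limma its log2 change was 2.36 in FR (SE 0.23, adjusted p = 0.00195) and 2.23 in FS (SE 0.23, adjusted p = 0.00221). Cbf-B22 (LOC100037634) has a pair of probe sets. The one of type s_at rose 5.61-fold in FR (log2 2.49, SE 0.25) and 8.57-fold in FS (log2 3.10, SE 0.25), and the one of type x_at rose 2.25-fold in FR (log2 1.17, SE 0.24) and 2.13-fold in FS (log2 1.09, SE 0.24). Cbf-2 (LOC778406) read 2.71 on both FR NT arrays, under the array median, and 5.14 ± 0.49 in FR CA, a log2 change as read of 2.44 (SE 0.79; at least 2.20 with values raised to the array median) that did not pass limma's test (adjusted p = 0.0952). Its FS CA arrays read 3.05 and 5.35 against 2.73 and 2.62 in FS NT, a log2 change as read of 1.52 (SE 0.79, adjusted p = 0.297 from limma). Of the 4 probe sets of these 3 genes, 3 were called higher in FR and 3 in FS, the same counts as when adjusted over the list alone, a list the study chose on these samples and so not independent evidence. Cbf-2 passed in FR above the array median only, with values floored at the array median, with centred arrays and relative to the spike-ins (limma adjusted p from 0.000274 to 0.308 over the alternatives). It also passed in FR without FS CA replicate 1 or 2, where its change stayed 2.44. Leaving out either array takes away the widest spread (3.05 and 5.35), so that this pass is no further support. In FS the change was 2.67 without FS CA replicate 1 and 0.37 without replicate 2. The rise of Cbf-B22 on x_at was lost relative to the spike-ins in FR (0.47) and FS (0.38), in FR without FR NT replicate 1 (1.30) or 2 (1.04) or FR CA replicate 1 (0.95) (limma adjusted p 0.00631 to 0.274 over the alternatives), and in FS with a replicate block (limma adjusted p = 0.0521, with 0.00807 to 0.369 over the alternatives) or without FR NT replicate 1 (1.09) or 2 (1.09), FS NT replicate 1 (1.18) or 2 (0.99) or FS CA replicate 2 (0.87).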

Category II: *Cbfs *that are up-regulated with cold acclimation in both FR and FS lines (*Cbf-A22, – B22*, and *-2*). Category III: *Cbf *genes that are upregulated in cold-acclimated FR crown tissue but not in cold-acclimated FS crown tissue (*Cbf-14, -6, -3, -5*, -*19 *and -*12*). 

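Cbf-5, a CBF gene, rose 12.5-fold with cold acclimation in FR crowns, from 3.59 ± 1.07 (SD, n = 2 arrays) to 7.23 ± 0.50. In FS crowns Cbf-5 stood at 4.05 ± 1.36 before and at 2.76 on both arrays after cold acclimation. Cbf-14 stood at 4.03 ± 0.09 in FR NT and 4.35 ± 0.02 in FR CA, and fell in FS from 4.10 ± 0.28 to 3.23 ± 0.17. Cbf-19 read 4.84 and 3.66 on the FR CA arrays and 3.07 to 3.08 on the other 6. The log2 change of Cbf-5 (LOC778407) was 3.64 in FR (SE 0.84, adjusted p = 0.0331 from limma) and -1.29 in FS (SE 0.84, adjusted p = 0.410). For Cbf-14 (LOC606349) it was 0.32 in FR (SE 0.17, adjusted p = 0.293 from limma) and -0.87 in FS (SE 0.17, adjusted p = 0.0169). For Cbf-19 (LOC100037623) it was 1.18 in FR (SE 0.39, adjusted p = 0.0985 from limma) and 0.00 in FS. The difference in response between the lines was 4.93 for Cbf-5 (95% interval 1.79 to 8.06), 1.19 for Cbf-14 (0.57 to 1.81) and 1.17 for Cbf-19 (-0.27 to 2.61), and limma called 0 of these 3 (adjusted p = 0.646, 0.444 and 1). Adjusted over the list alone these p-values from limma were 0.0636, 0.0569 and 0.357, and 2 of the 3 had an unadjusted p under 0.05 from limma. The rise of Cbf-5 in FR did not pass with a replicate block (limma adjusted p = 0.0677, with 4.35e-10 to 0.138 over the alternatives) or without FR NT replicate 2 (2.89, against 4.40 without replicate 1), FR CA replicate 1 (3.99) or 2 (3.29), FS CA replicate 1 (3.64) or FS CA replicate 2 (3.64), and its difference between lines passed relative to the spike-ins (limma adjusted p = 1.36e-11, at most 1 over the alternatives). Centring on the spike-ins gives every probe set a shared spread, and so small a p rests mainly on that, not on the arrays of Cbf-5. Cbf-6, Cbf-3 and Cbf-12 were not analysed here.

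**Figure D1:**
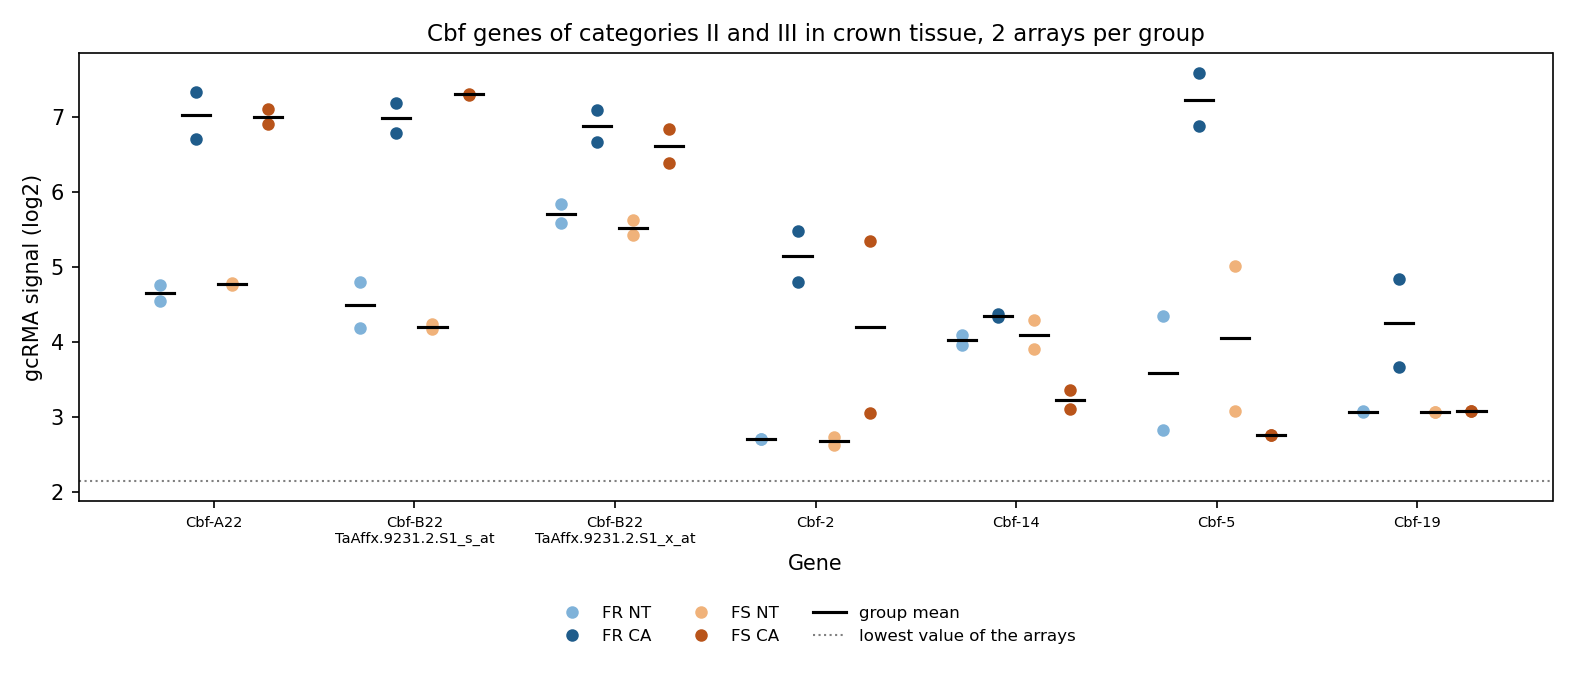
Log2 signal of 7 Cbf probe sets of the paper's categories II and III on each of the 8 arrays, grouped as FR NT, FR CA, FS NT and FS CA, with a point for each array, a line at each group mean and a dotted line at the lowest value of the arrays. Cbf-5 lies between 6.88 and 7.58 on the FR CA arrays and at 2.76 on both FS CA arrays, while Cbf-A22 lies between 6.71 and 7.33 on the 4 CA arrays of both lines.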

All expression levels are presented as relative to the control non-acclimated samples.

**Figure 2:**
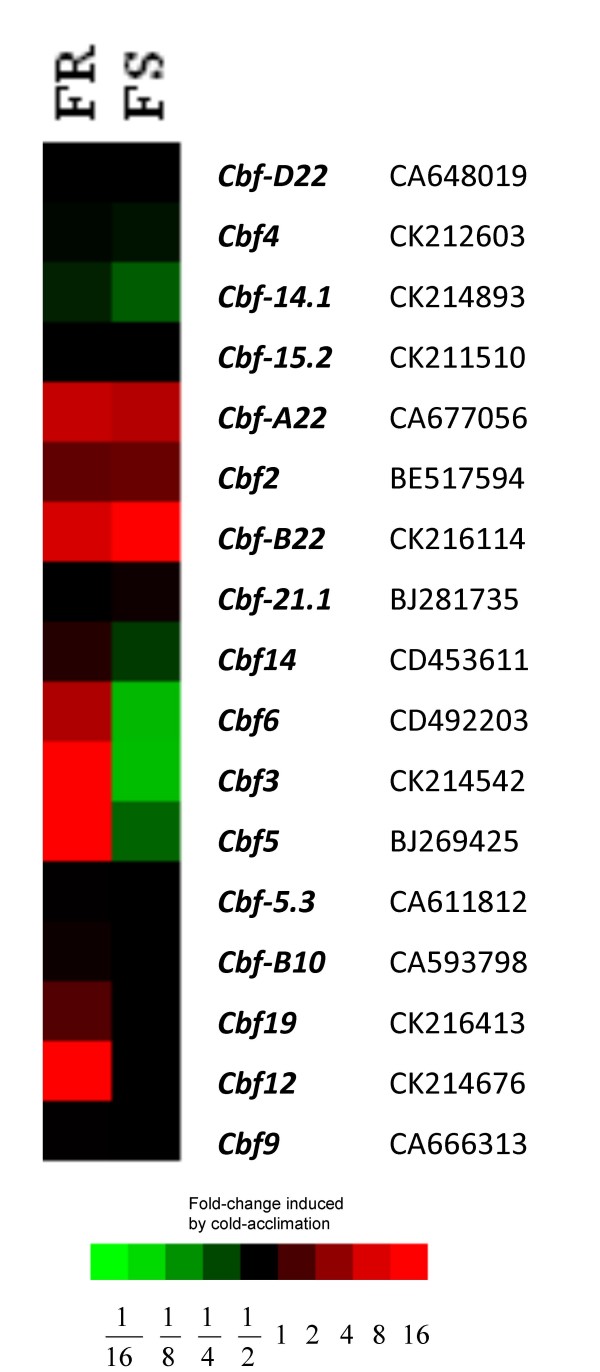
**Expression of *Cbf *genes in two mutant winter wheat lines**. Values are represented as a heatmap of fold change induced by cold acclimation relative to control or non-acclimation in FR (freeze resistant, 75% field survival) compared with FS (freeze susceptible, 30% field survival) lines. Colours used to represent fold-change in gene expression are: red – up regulated, green – down regulated and black – not regulated. The accession numbers are listed next to the gene names.

### *Cor/Lea *genes expression patterns

Transcription levels of 20 *Cor/Lea *genes including ABA-dependent (*Wrab-17, -18, -19 *and *Wcor825*) and ABA-independent (*Wcor-14A,-*14*B*, and *Wlt10) Cor *genes are depicted in Figure 3. 

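Wrab17, Wrab18 and Wcor825, Cor/Lea genes that the paper counts as ABA-dependent, and Wcor14A, Wcor14B and Wlt10, which it counts as ABA-independent, rose with cold acclimation in both lines. Wrab18 (LOC542804) rose from 2.29 ± 0.02 (SD, n = 2 arrays) to 12.79 ± 0.32 in FR and from 2.40 ± 0.02 to 13.40 ± 0.01 in FS. Its NT values lie under the array median, and raised to that median they leave a rise of at least 924-fold in FR (log2 9.85) and 1423-fold in FS (log2 10.47). Wcor14A (LOC542946) rose 132.0-fold in FR and 119.8-fold in FS, Wrab17 (LOC542855) 41.8-fold and 37.5-fold, and Wlt10 (LOC543383) 30.8-fold and 42.3-fold. Without FR NT replicate 1 or 2 the log2 rise in FR was 6.21 or 7.88 for Wcor14A (7.04 with both) and 4.45 or 6.32 for Wrab17 (5.38), and without FS NT replicate 1 or 2 that of Wcor14A in FS was 7.65 or 6.15 (6.90). Wcor14B (LOC100125679) was at the floor on the 4 NT arrays and by the same reckoning was at least 4.51-fold higher in FR CA and at least 4.38-fold higher in FS CA. Wcor825 (LOC543254) rose by a log2 of 2.40 (SE 0.48) in FR and 2.48 (SE 0.48) in FS on a probe set of type A1_at and by 2.34 (SE 0.22) and 2.45 (SE 0.22) on one of type x_at. In limma all 7 probe sets of these 6 genes were called higher in FR (adjusted p 1.92e-05 to 0.0209) and in FS (adjusted p 1.52e-05 to 0.0179), and all 7 when adjusted over the list alone, which the study chose on these samples, so that it is not independent evidence. Over all 21 probe sets of 17 genes of Figure 3, 18 were higher and 1 lower in FR, and 19 higher and 1 lower in FS. The lower one in both was Wcor413-Like (log2 -0.69 and -0.51). Relative to the spike-ins 14 were higher and 2 lower in each line, and the direction turned for Wcor410C in both lines (-0.30 and -0.20), Wcor719 in FR (-0.0051) and Wcor410B in FS (-0.15). Among values not called before it turned for Wcor410B in FR (-0.28) and Wcor410 in FS (-0.66, from 0.05). Wcor410 in FR went from no change to -0.70. With the values as read, the mean log2 change of the 3 ABA-dependent genes was 6.08 ± 4.11 (SD over genes) in FR and 6.23 ± 4.36 in FS, and that of the 3 ABA-independent genes 4.98 ± 2.04 and 5.07 ± 2.02. The difference was 1.10 in FR (exact two-sided permutation test over genes, p = 0.8) and 1.16 in FS (exact permutation test, p = 0.9), with a smallest possible p of 0.1 from 20 splits, and 0.9 for both after adjustment over the 4 tests of this kind, so that with 3 genes a set neither test could pass. Wcor825 on A1_at did not pass in FR without FR NT replicate 1 (2.71), FR NT replicate 2 (2.08), FR CA replicate 2 (1.85), FS CA replicate 1 (2.40) or FS CA replicate 2 (2.40), nor in FS without FS NT replicate 1 (2.12), FS CA replicate 1 (2.49) or 2 (2.47), with limma adjusted p up to 0.0985. Wcor14B did not pass in FR without FR NT replicate 1 (2.96), FR NT replicate 2 (2.96) or FR CA replicate 2 (2.63), nor in FS without FS NT replicate 1 (2.91) or 2 (2.91), with limma adjusted p up to 0.0697 (in FS 2.18 and 3.64 without FS CA replicate 1 and 2), and a replicate block ended the calls of Wcor719 in FR (limma adjusted p = 0.0557) and Wcor410B in FS (limma adjusted p = 0.0601). Wrab19, Wcor518 and Wdhn13 were not analysed here.

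**Figure D2:**
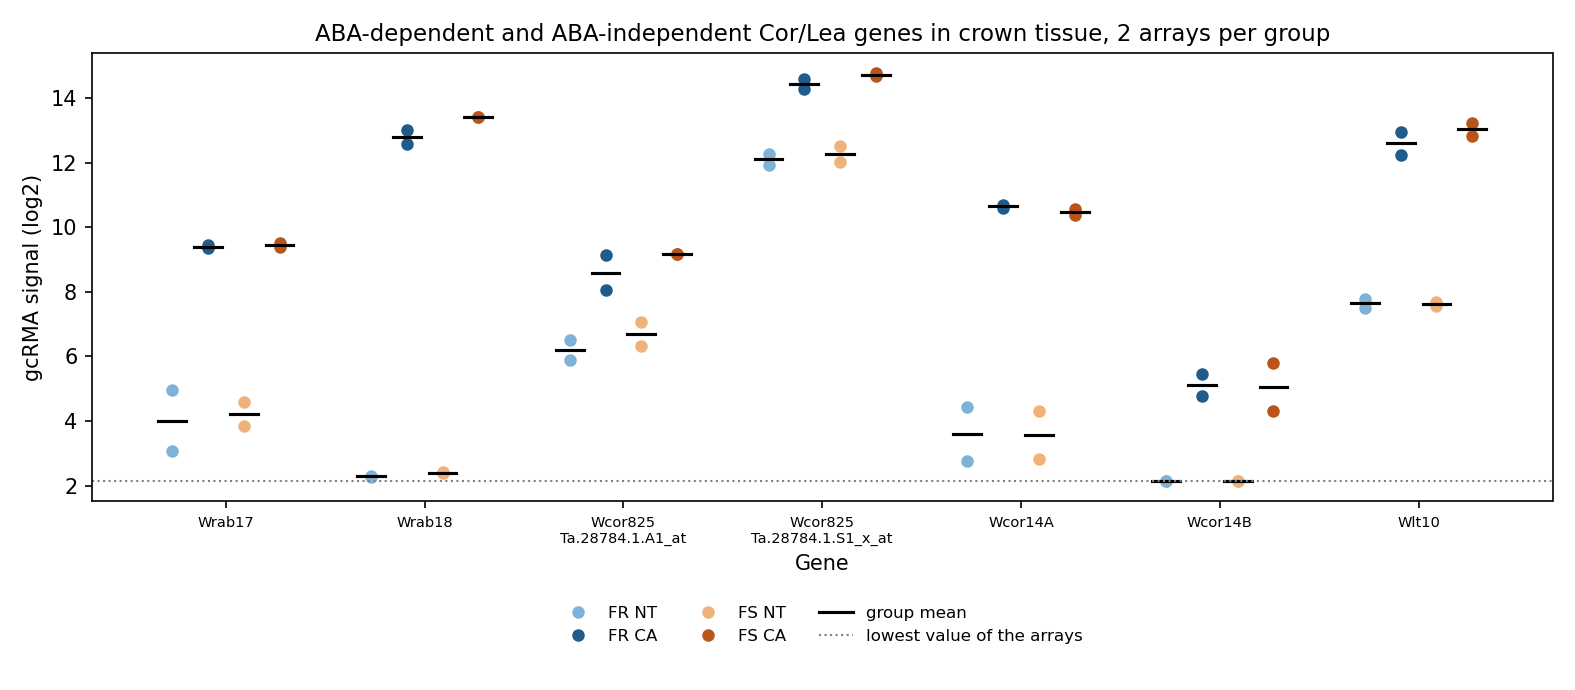
Log2 signal of the Cor/Lea probe sets named in the text on each of the 8 arrays, grouped as FR NT, FR CA, FS NT and FS CA, with a point for each array, a line at each group mean and a dotted line at the lowest value of the arrays. The CA arrays lie above the NT arrays of the same line for all 7 probe sets.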

Relative to the non-acclimated control samples, these *Cor/Lea *genes were up-regulated in FR and FS cold-acclimated crown tissue and there was also no significant difference between the pattern of expression of the ABA -dependent and -independent genes sampled.

**Figure 3:**
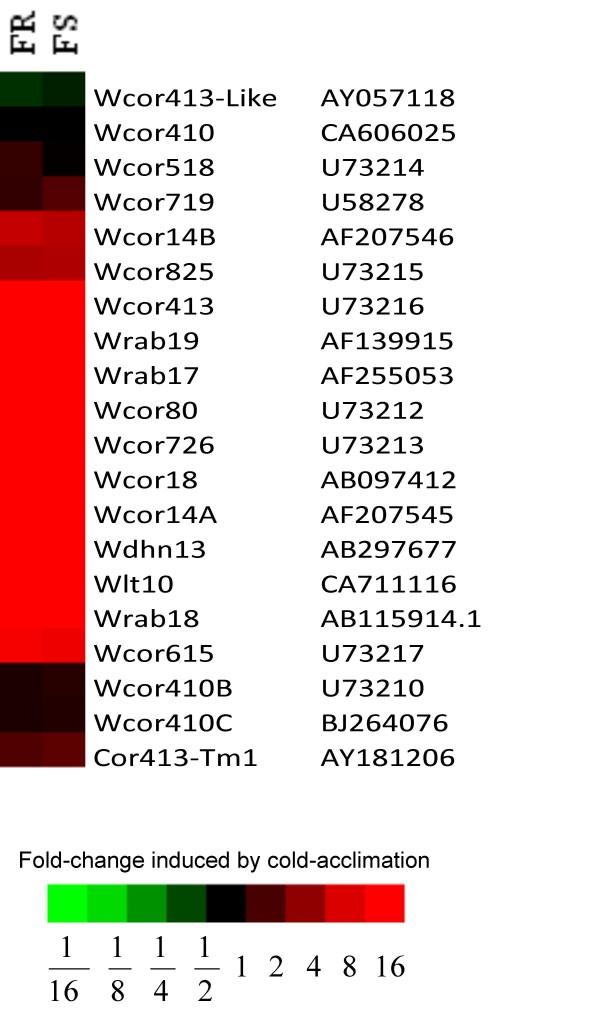
**Expression of *Cor/Lea *genes in two mutant winter wheat lines**. A heatmap is used to represent the fold change induced by cold acclimation in FR (freeze resistant, 75% field survival) compared with FS (freeze susceptible, 30% field survival) lines of a sample of *Cor/Lea *genes. Colours used to represent fold-change in gene expression are: red – up regulated, green – down regulated and black – not regulated. The accession numbers are listed next to the gene names.

### Expression analyses by real-time qRT-PCR

The pattern of gene expression from the microarray was verified by examining the relative transcript levels for candidate *Cbf *genes normalized to the 18S ribosomal transcript levels by real time qRT-PCR. Since our criterion for relatedness to freeze resistance is based on differential expression between FR and FS lines, we present RT-PCR data on members of the *Cbfs *that were differentially regulated. 

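Of the 3 genes measured here among those that the paper found higher in cold-acclimated FR crowns alone, Cbf-5 had the highest signal in FR CA. Cbf-5, a CBF transcription factor gene, read 6.88 and 7.58 on the FR CA arrays, at the 71.0th percentile of the tested probe sets, against the 53.3rd in FR NT, the 55.3rd in FS NT and the 49.2nd in FS CA. Cbf-14 reached the 57.5th and Cbf-19 the 57.1st percentile in FR CA. Probe sets differ in how strongly they bind, so that a percentile ranks signals, not amounts of transcript. Cbf-6, Cbf-3 and Cbf-12 were not analysed here.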

As seen in Figure 2., the high level expressing *Cbf *genes of this group are *Cbf-6, -3, -5, and -12*. Since *Cbf-6 *and *-3 *are very similar but different from *Cbf-5 *and *-12*, wechose to examine by RT-PCR *Cbf-*3, -5 and -12. The results are depicted in Figure 4. As viewed by relative quantity (Figure 4) all three genes were not significantly expressed in control or non-acclimated FR and FS tissue. However all three were upregulated in response to 4 wk cold acclimation of FR crown tissue but not significantly changed from baseline expression in 4 wk cold-acclimated FS crown tissue. The pattern of expression was similar to that observed from the microarray.

**Figure 4:**
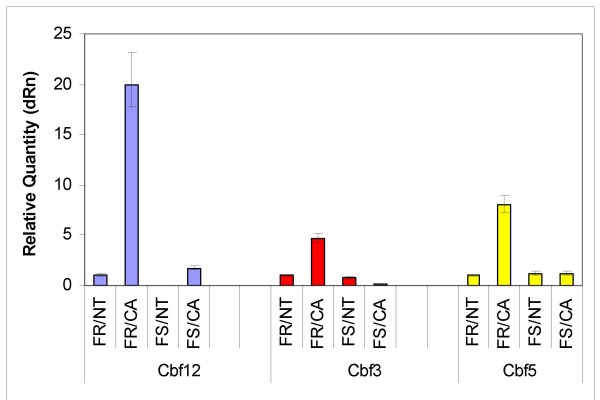
**Confirmation of microarray expression pattern by RT-PCR**. Total RNA isolated from crown tissue of FR and FS winter wheat lines and primers (Table 2) were used to determine *Cbf-3, -5 *and *-12 *expression levels. Values were calculated with the MXPro-Mx300P Stratagene software with the 18S levels as normalizers and the FR/NT levels as the calibrator. The relative quantity of gene expression for NT = untreated or non-treated samples, CA = cold-acclimated samples of FR and FS lines are depicted.

## Discussion

### Normalization of vernalization requirement

We believe that studies to unravel the basis of freeze resistance in winter wheat are confounded by the use of comparisons between winter and spring cultivars. Therefore, we designed our experiments to normalize for the contribution from the Vrn loci by using two winter types derived from the same starting winter cultivar. Our comparison of Vrn gene expression between FR and FS with cold acclimation (Figure 1) leads us to conclude that the mutagenesis procedure used to generate these lines did not affect the molecular basis of the winter habitat.

### Expression of *Cbf *genes at the *Fr *loci between FR and FS lines

Having verified that the *Vrn *genes were being expressed to the same levels in FR and FS lines in response to cold acclimation, we could now examine the expression of the *Cbf *gene clusters described by Badawi *et *al [39] and Knox *et al *[25]. In particular we queried the *Cbf *genes that were available on the Affymetrix wheat chip that had been mapped to the long arm of *T. aestivum *chromosome 5. According to Badawi *et al *[39] the *Cbf *genes at the *Fr *loci included *Cbf-2*, -*3, -4, -6, -9, -10, -12, -14, -15, -19, -20*, -*21 *and -22. However, according to Knox *et al*., [25] the *Cbfs *at the *Fr *loci are *Cbf-2,-3, -4, -9,-10, -12,-14 *and -*15*. These researchers identified *Cbf-6, -19, -20, -21 *and *-22 *as not belonging to the frost tolerance gene clusters. Our data leads us to agree partially with Knox *et al*., [25]. Genes not differentially expressed between FR and FS lines in our system are assumed to be not associated with freeze resistance. Thus like Knox *et al*., [25] we place *Cbf-21 *and *-22 *as unassociated with winter wheat freeze resistance. However we disagree with the findings of Knox *et al*., [25] relative to *Cbf-6 *and *-19*. 

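After cold acclimation the crowns of the lines differed little in Cbf-A22, with a log2 difference of FR CA from FS CA of 0.02 (95% interval -0.60 to 0.63). For Cbf-B22 it was -0.32 (-0.98 to 0.35) on its probe set of type s_at and 0.27 (-0.36 to 0.89) on that of type x_at. Before cold acclimation the differences of FR NT from FS NT were -0.12, 0.29 and 0.19 for these 3 probe sets. Cbf-21.1 read 2.41 on the 4 CA arrays, under the array median, and Cbf-D22 was at the floor throughout, so that no difference could be read from either. The difference in response between the lines was 0.13 for Cbf-A22 and -0.61 and 0.08 for Cbf-B22. Of these 5 probe sets, limma called 0 in either comparison of the lines or in the difference in response (adjusted p 0.892 to 1), and 0 had an unadjusted p under 0.05. The intervals of Cbf-A22 and Cbf-B22 leave room for differences of up to about their bounds, and a p that misses the threshold does not show that the lines had the same level. Cbf-21.1 was called in NT without FS NT replicate 1 (0.0096) or 2 (0.10), and in the difference in response without FS NT replicate 2 (-0.10), calls that rest on groups under the array median.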

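Cbf-19, a CBF gene, was higher on both FR CA arrays than on either FS CA array, which both read 3.08. The log2 difference of FR CA from FS CA was 1.17 (SE 0.39, 95% interval 0.16 to 2.19), which did not pass limma's test over all probe sets (adjusted p = 0.543) or when adjusted over the list alone (adjusted p = 0.128). The other 6 arrays read 3.07 to 3.08, almost the same value and close to the array medians of 2.86 to 2.95, so that the difference in CA may be larger than read, and none could be read in NT. The FR CA arrays differed from each other: without FR CA replicate 1 the difference was 0.59 and without FR CA replicate 2 it was 1.76, and both were then called (limma adjusted p = 0.000142 and 2.02e-05, with up to 1 over the alternatives), the array left alone being assumed to vary like the other groups. The rise in FR was called without FR CA replicate 1 (0.59) or 2 (1.76), above the array median only, with values floored at the array median and with centred arrays, and the difference in response without FR CA replicate 1 (0.58) or 2 (1.76). Cbf-6 was not analysed here.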

In our system, the *Cbf *genes differentially regulated between FR and FS lines included *Cbf-6 *and *-19*. These were described by Knox *et al*., [25] as belonging to the unlinked cluster. 

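Cbf-14, a CBF gene of the central cluster on chromosome arm 5L in the paper's account, was 2.17-fold higher in FR CA than in FS CA. It read 4.37 and 4.34 on the FR CA arrays and 3.11 and 3.36 on the FS CA arrays. The log2 difference was 1.12 (SE 0.17, 95% interval 0.68 to 1.55). It did not pass over all probe sets (adjusted p = 0.149 from limma) and passed when adjusted over the list alone (limma adjusted p = 0.0174), a list the study chose on these samples, so that this is not independent evidence. In NT the lines differed by -0.07 (-0.51 to 0.36). The fall of Cbf-14 in FS did not pass with robust variances (limma adjusted p = 0.0544, with 0.00149 to 0.0821 over the alternatives) or without FS CA replicate 1 (-0.74). Cbf-12 and Cbf-3 were not analysed here.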

We also observed differential expression for genes from the central (*Cbf12, 14*) and distal (*Cbf3*) clusters on the long arm of chromosome 5 (Figure 2). Additionally *Cbf5 *was identified as differentially regulated between FR and FS (Figure 2 &4). However, it is not located on the long arm of chromosome 5. Thus, the relationship of *Cbf5 *to the other *Cbf *genes that map to the *Fr *loci will be of interest in determining the role of *Cbf*s in other plant responses other than freeze survival or the identification of other loci that associate with the *Fr *loci to confer freeze resistance.

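Cbf-5 read higher in FR CA than in FS CA. Both FS CA arrays read 2.76, under the median of 2.86, and raised to that median they leave a 20.7-fold difference (log2 4.37). This estimate is a lower bound only as to the low signals, not as to the spread between arrays. The log2 difference as read was 4.47 (SE 0.84, 95% interval 2.25 to 6.68). Before cold acclimation the lines differed by -0.46 (-2.68 to 1.76), and the NT arrays were spread widely, at 4.35 and 2.83 in FR and 3.09 and 5.01 in FS. The difference in CA did not pass over all probe sets (adjusted p = 0.234 from limma) and passed when adjusted over the list alone (limma adjusted p = 0.0239), which is not independent evidence, since the study chose the list on these samples. Of the 12 Cbf probe sets, limma called 0 between FR CA and FS CA over all probe sets, 3 had an unadjusted p under 0.05, and 2 passed when adjusted over the list alone, both higher in FR. Relative to the spike-ins, a setting chosen after the data were seen, the difference in Cbf-5 was 4.42 and was called (limma adjusted p = 5.59e-20, with up to 0.541 over the alternatives), and its fall in FS was called as well (-1.99). The spike-ins differed between arrays of a group (8.69 and 9.11 in FR NT, 9.37 and 9.84 in FR CA), so that centring gives every probe set a shared spread. So small a p rests mainly on that shared spread, not on the arrays of Cbf-5, whose SE as read was 0.84. The paper takes differential expression between the FR and FS lines as its criterion for relatedness to freeze resistance. On this criterion it sets the genes of category III, Cbf-5 among them, apart from those that rose in both lines.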

### *Cbf*, *Cor/Lea *gene expression pattern comparisons in FR and FS lines with cold acclimation

From expression data, it is possible to cluster genes that are co-expressed in response to a stimulus. Co-expression usually suggests coordinated gene transcription and allows for the identification of transcription factors and the genes that they regulate. Comparisons of co-expression have been performed to identify transcription factors [41] and biosynthetic enzymes [42]. These findings led us to attempt to identify which of the *Cor/Lea *genes are controlled by which *Cbfs *by comparing the expression patterns of the *Cbfs *with the *Cor/Lea *expression patterns. If a similar pattern of expression is an indicator of coordinated gene transcription then we can deduce from our results that the sample of *Cor/Lea *genes examined that belong to both the ABA-dependent and ABA-independent pathways are coordinately regulated (Figure 3). 

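The Cor/Lea genes and Cbf-A22 and Cbf-B22 rose in both lines, and Cbf-2 had a higher mean in CA than in NT in both. The mean log2 change of the 6 Cor/Lea genes measured (Wrab17, Wrab18, Wcor825, Wcor14A, Wcor14B and Wlt10) was 5.53 ± 2.96 (SD over genes) in FR and 5.65 ± 3.10 in FS. For Cbf-A22, Cbf-B22 and Cbf-2 it was 2.21 ± 0.33 and 1.95 ± 0.38. The response in FR minus that in FS was -0.12 ± 0.30 for the Cor/Lea genes and 0.26 ± 0.60 for the 3 Cbf genes, from -0.27 for Cbf-B22 to 0.92 for Cbf-2. The sets differed by 0.38 in this measure (exact two-sided permutation test over genes, p = 0.25, adjusted p = 0.5 over the 4 tests of this kind). Without FR CA replicate 1 or 2 the difference between the sets was -0.069 or 0.83 (exact permutation p = 0.762 and 0.0595), and without FS CA replicate 1 or 2 it was -0.11 or 0.88 (exact permutation p = 0.774 and 0.107). The value of Cbf-2 was -0.23 without FS CA replicate 1 and 2.07 without FS CA replicate 2. Genes are not independent replicates, and the study chose both sets on these samples. Wrab18, Wcor14B and Cbf-2 lie under the array median in NT, and with values under that median raised to it the means were 5.28 and 5.43 for the Cor/Lea genes and 2.13 and 1.87 for the 3 Cbf genes.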

And since the pattern of expression of these *Cor/Lea *genes is similar to that of *Cbf-2 *and -*22 *then we can assume that *Cbf-2 *and -*22 *encode the CBFs that control the expression of this cluster of *Cor/Lea *genes.

### Relationship between *Vrn *genes and *Cor/Lea *genes

Another set of genes with similar expression patterns with the *Cor/Lea *genes were the *Vrn *genes (Figure 1). This co-expression pattern suggests that the *Cor/Lea *up-regulation may be via the *Vrn *genes signaling pathways. This hypothesis is supported by the findings of Danyluk et al., [43] that the *Vrn-A1/vrn-A1 *locus regulates *Cor/Lea *gene induction. We propose that this sample of *Cor/Lea *genes are regulated by *Vrn-A1,-B1 *and -*D1 *genes during cold acclimation. It will be of value to determine the relationship between the coordinated expression of the *Cbf- *gene set (*Cbf-2, -A22*, and *-B22*) and the *Vrn - *gene set (*Vrn-A1,-B1 *and -*D1*). The differential *Cbf *gene expression levels observed for *Cbf-3, -5, -6, -12 -14 *and *-19 *did not correlate with gene expression patterns for any of the highly expressed Cor genes examined. Thus we can assume that at 4 wk cold acclimation these *Cbf *genes were not involved in regulation of this group of *Cor *genes.

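Cbf-5, Cbf-14 and Cbf-19 had a larger mean response in FR than in FS, while the mean responses of the Cor/Lea genes differed less. The response in FR minus that in FS averaged 2.43 ± 2.16 (SD over 3 genes) for these Cbf genes, whose mean log2 change was 1.71 in FR and -0.72 in FS. For the 6 Cor/Lea genes it lay between -0.51 for Wrab18 and 0.15 for Wrab17, below each of the 3 Cbf genes. That of Wrab17 was -0.78 without FR NT replicate 1 and 1.09 without FR NT replicate 2. The sets differed by 2.55 (exact two-sided permutation test over genes, p = 0.0119, the smallest that 84 splits allow, adjusted p = 0.0476 over the 4 tests). With medians in place of means they differed by 1.21 (exact permutation p = 0.0357), which did not pass after adjustment (adjusted p = 0.143). The study chose these Cbf genes for their difference between the lines on these samples, so that the smallest p follows from that choice and is not independent evidence, and genes are not independent replicates. No Cor/Lea gene was called between FR CA and FS CA, where 1 had an unadjusted p under 0.05, or in the difference in response, where 0 had (limma, 7 probe sets). Without FR CA replicate 2 Wrab18 was called in both (log2 -0.84 and -0.74, limma adjusted p = 0.00758 and 0.0275, with up to 1 over the alternatives).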

### Relationship between cold acclimation-induced expression of *Cbf *and freeze resistance of FR and FS lines

To unravel the complex inter-relationship between the *Cbf *genes, cold acclimation and freeze resistance we propose the following model. We propose that one of the *Cbf *genes belonging to the central cluster (*Cbf-12 *or *-14*) may serve as a key regulator of other genes including other *Cbf *genes. For simplicity we designate that key regulator as *Cbf-*K and we designate the target *Cbf *genes as *Cbf-*T. Possible *Cbf-Ts *would include *Cbf-3, -5 *and *-6 *which then control expression of down-stream target genes designated *TGs*. We propose that with cold acclimation, *Cbf-K *can be activated resulting in the production of functional CBF-K which activates downstream genes to produce the FR phenotype (Figure 5I). The FS phenotype could be generated from the FR phenotype by a "loss of function" mutation as a result of mutagenesis. This could be achieved if the *Cbf-K *activator binding site is mutated resulting in low-level to no increase in transcription of the *Cbf-K *gene (Figure 5II).

**Figure 5:**
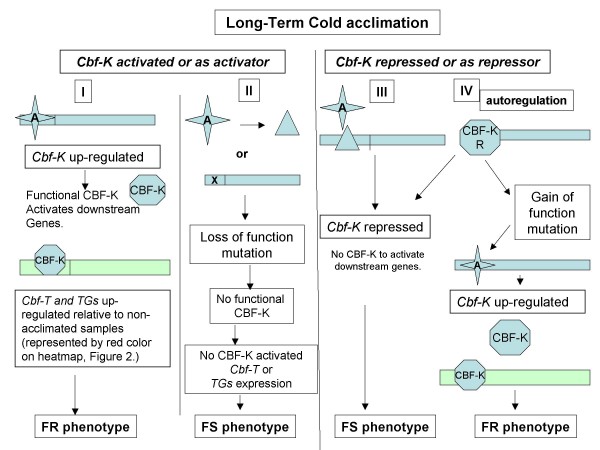
**Model Relating Cold-Acclimation, *Cbf-*genes and FR versus FS Freeze Resistance**. From the central cluster, we choose *Cbf-12 *or *-14 *as a key regulator (Cbf-K) of target *Cbf *genes such as *Cbf-3, -5 *and *-6 *(*Cbf-T*) as well as down-stream target genes (TGs). (I) Activator (A) is able to upregulate *Cbf-K *resulting in a functional CBF-K and activation of downstream events. (II) Modification of activator (A) by mutagenesis or a mutation in the activator binding site could result in loss of downstream actions and the lower level of freeze survival of the FS line. (III) *Cbf-K *may be repressed by an external repressor of by repressor function of *CBF-K*. As a result the downstream activities are not operational and the FS line is observed. (IV) A mutation resulting in disruption of repression of *Cbf-K *would lead to up regulation of *Cbf-T *and its *TGs *and the increased freeze survival of the FR line.

However, because wheat is hexaploid, and the FR line has a significant increase in survival compared to the WT or the FS line (Table 1.), we believe that we are observing the effects of a "gain of function" mutation. It is possible that in FS lines, Cbf *-K *is repressed by an external factor or by autoregulation and as a result *Cbf-T *and its *TGs *are not activated (Figure 5III). The azide mutagenesis could have resulted in either a mutation in the repressor binding site for *Cbf-K *or a mutation to the repressor domain, allowing for an active CBF-K and therefore activation of the downstream genes that lead to the freeze survival properties expressed by FR lines (Figure 5IV).

Future studies will allow us to determine whether *Cbf-12 *and/or -*14 *play a key role in conferring freeze resistance by any of the possible mechanisms proposed and whether *Cbf-3, -5, -6 *and *-19 *are target genes or master switches.

## Conclusion

The FR and FS lines used in this study will serve as valuable tools for analayzing freeze resistance of HRWW and genes differentially expressed between FR and FS lines. The *Cbf genes 3, 5,6, 12, 14 *and *19 *are potential markers for freeze survival of HRWW.

## Methods

### Generation of FR and FS 'Winoka' mutant lines

'Winoka' is a release from the South Dakota Experiment station [45]. This release was used in an azide mutagenesis project in 1983. The sodium azide mutagenesis procedure was followed [46]. Certified Winoka seeds (1000) were imbibed in iced-water for 16 h followed by continued imbibition at 20°C for 8 hr. The seeds were then transferred to 1 mM Sodium azide in 0.1 M potassium phosphate buffer (pH 3) for 2 hr at 20°C. The 20°C azide-treatments were performed with vigorous bubbling of air. At the end of the treatment, the seeds were rinsed for 30 min in tap water and then air-dried for 3 d. In preparation for planting, the seeds were hydrated for 24 hr at 25°C before vernalization for 6 wk. After vernalization the seeds were germinated for 3 d and viable M1 seedlings (656) were obtained. From this population of M1 Winoka mutagenized plants, 20 were identified as potential mutants based on characteristics such as striated leaves, height, varied heading date or loss of plant vigor. Several of these lines were tested for freeze survival at various locations in SD and ND. Two of these lines that varied in freeze survival were chosen for further study. An average of 2 replications of M5 lines in the Northern Uniform Winter Hardiness Nursery at Casselton, North Dakota in 1988 revealed that SD16029 had 75% survival and was designated as freeze resistant (FR), SD16169 was designated freeze susceptible (FS) with 30% freeze survival (Table 1).

### Plant Material and Growth Conditions

FR and FS plants (4 plants/pot) were grown in the green house at 22–28°C with 14 h photoperiod. Soil water was maintained at 0.3 – 0.44 kg H_2_O kg^-1 ^and plants transferred to 4°C cold room for cold acclimation after reaching the fourth leaf stage as described [5]. Since crown tissue is known to be the most freeze resistant part of the plant [47,27], this was the tissue of choice for our study. The crown was defined as the non-photosynthetic region located just above the roots. We avoided any associated leaf or root material. At the 3^rd ^to 4^th ^leaf stage, control/non-treated (NT) plants were harvested, the crowns excised with a clean scalpel into liquid N_2 _and stored at -80°C for RNA isolation. Treated or cold acclimated (CA) crown samples were derived from plants that at the 3^rd ^to 4^th ^leaf stage were transferred from the green house directly to a 4°C chamber for 4 wk. At the end of cold acclimation, while maintaining the temperature at 4°C, the crown tissue was removed from each plant and the tissue immediately frozen in liq N_2 _and stored at -80°C.

### RNA isolation

Frozen crown tissue from each of three independent replicates for FR and FS ctrl/NT samples and three independent replicates for FR and FS cold-acclimated (CA) plants were used for RNA isolation. The crowns for each of the three replicates were pooled and total RNA isolated by a modification of the procedure by Chirgwin *et al.*, [48] as described by Han [49]. Frozen powdered tissue was resuspended and homogenized (1 g/3–5 ml) in 4 M GSCN buffer (4 M GSCN, 50 mM NaOAc (pH 5.2), 10 mM EDTA (pH 8.0), 7% (v/v) 2-mercaptoethanol). SDS (10%) was added to a final concentration of 0.1%. The homogenate was centrifuged at 12,000 g for 10 min. The resulting supernatant was filtered through two layers autoclaved Mira cloth to remove any loose debris. The cleared homogenate was then loaded on a 9 ml CsCl cushion (5.7 M CsCl, 0.1 M EDTA (pH 7.5)) centrifuged at 113,000 g for 26 h at 20°C in a SW28 rotor. The supernatant was discarded and the RNA pellet resuspended in HE/SDS (10 mM Hepes (ph 7.4), 1 mM EDTA, 0.1% SDS). RNA was reprecipitated out of solution with standard NaOAc/ethanol procedure. Some samples were resuspended in HE buffer and others in 100% formamide for long-term storage.

### Transcription Profiling

Prior to submission for use in microarry analyses, RNA stored in formamide were reprecipitated with standard NaOAc/ethanol procedure, resuspended in depc-treated H_2_O. All samples were treated with DNase to remove any possible contaminating genomic DNA using the protocol as described for the Qiagen RNeasy kit.

The RNA samples were shipped on dry ice to UC Riverside and cDNA synthesis and hybridization performed with the affymetrix wheat chip as described 

### Data Analysis

Eight samples with 61,290 probe-sets from each sample were analyzed by R/Bioconductor [50,51]. Specifically, Robust Multi-Array Average with help of probe sequence information, which is known as gcRMA [52-54] was used for microarray background correction and normalization. Gene expression data for selected *Cbf *and *Cor *genes were analyzed and visualized by the Cluster and Treeview software [55].

### Real-time RT-PCR

Aliquots of the RNA used for the microarray analyses were maintained at -80°C until needed for RT-PCR verification of microarray data. RNA was quantified and examined for quality. cDNA was synthesized with total RNA using the cDNA synthesis kit according to manufacturer's directions (Applied Biosystems). Using the probe ID target sequences from the Affymetrix website, primers were designed to allow for real-time amplification of the chosen *Cbf *genes. Table 2. contains a list of the primers used in the amplification. Stratagene SYBR Green PCR master mix or Applied Biosystems qRT-PCR master mixed was used for RT-PCR or PCR as needed. The Stratagene real-time equipment located in the SDSU functional genomics core was used with the MxPro-Mx3000P software to collect and analyze the data. The data collected with the SYBR Green with dissociation curve program was converted to the Comparative PCR format. FR/NT RNA was used as the calibrator and samples with the 18S primers were used as the normalizer. Dyes used included SYBR Green and Rox reference dye.

**Table 2:** Primers used for RT-PCR.

Gene	Forward Primer	Reverse Primer
C*bf3*	AATCGTCGTCTGAGTCTGACAGTG	TTCCGGGAACAAGTCAAGCCT
*Cbf5*	ATGAGCCGACGACGACTGCAAC	TACGCTGAGTGATGTTGTACGGCAG
*Cbf12*	AAATGGACGCGGGCACGTACTA	TCATCAGTGGTTCCATAGCGCC

## Authors' contributions

FS and DK contributed to the experimental design, plant physiology, abiotic stress treatments and molecular analyses. FS performed the real time PCR, analyzed the data and drafted the manuscript. DGC and XG contributed to the experimental design and the bioinformatic analyses. All authors read and approved the final manuscript.

## References

[B1] Law CN (1966). The Location of Genetic Factors Affecting a Quantitative Character in Wheat. Genetics.

[B2] Pugsley A (1971). A genetic analysis of the spring-winter habit of growth in wheat. Aust J Agric Res.

[B3] Stelmakh A (1993). Genetic effects of *Vrn *genes on heading date and agronomic traits in bread wheat. Euphytica.

[B4] Košner J, Pánková K (1998). The detection of allelic variants at the recessive loci of winter wheat. Euphytica.

[B5] Kenefick DG, Koepke JA, Sutton F (2002). Plant water uptake by hard red winter wheat (Triticum aestivum L.) genotypes at 2 degrees C and low light intensity. BMC Plant Biol.

[B6] Galiba G, Quarrie SA, Sutka J, Morgounov A, Snape JW (1995). RFLP mapping of the vernalization (*Vrn1*) and frost resistance (*Fr1*) genes on chromosome 5A of wheat. Theor Appl Genet.

[B7] Snape JW, Semikhodskii A, Fish L, Sarma RN, Quarrie SA, Galiba G, Sutka J (1997). Mapping frost tolerance loci in wheat and comparative mapping with other cereals. Acta Agric Hung.

[B8] Toth B, Galiba G, Feher E, Sutka J, Snape JW (2003). Mapping genes affecting flowering time and frost resistance on chromosome 5B of wheat. Theor Appl Genet.

[B9] Barrett B, Bayram M, Kidwell K, Weber WE (2002). Identifying AFLP and microsatellite markers for vernalization response gene *Vrn- *B1 in hexaploid wheat using reciprocal mapping populations. Plant Breeding.

[B10] Kobayashi F, Takumi S, Kume S, Ishibashi M, Ohno R, Murai K, Nakamura C (2005). Regulation by Vrn-1/Fr-1 chromosomal intervals of CBF-mediated Cor/Lea gene expression and freezing tolerance in common wheat. J Exp Bot.

[B11] Limin AE, Fowler DB (2002). Developmental traits affecting low-temperature tolerance response in near-isogenic lines for the Vernalization locus Vrn-A1 in wheat (Triticum aestivum L. em Thell). Ann Bot (Lond).

[B12] Ganeshan S, Vitamvas P, Fowler DB, Chibbar RN (2008). Quantitative expression analysis of selected COR genes reveals their differential expression in leaf and crown tissues of wheat (Triticum aestivum L.) during an extended low temperature acclimation regimen. J Exp Bot.

[B13] Gana JA, Sutton F, Kenefick DG (1997). cDNA structure and expression patterns of a low-temperature-specific wheat gene tacr7. Plant Mol Biol.

[B14] Cattivelli L, Bartels D (1990). Molecular cloning and characterization of cold-regulated genes in barley. Plant Physiol.

[B15] Ohno R, Takumi S, Nakamura C (2001). Expression of a cold-responsive Lt-Cor gene and development of freezing tolerance during cold acclimation in wheat (Triticum aestivum L.). J Exp Bot.

[B16] Pearce R, Houlston CE, Atherton KM, Rixon JE, Harrison P, Hughes MA, Dunn MA (1998). Localization of expression of three cold-induced genes, blt101, blt4.9, and blt14, in different tissues of the crown and developing leaves of cold-acclimated cultivated barley. Plant Physiology.

[B17] Sutton F, Ding X, Kenefick DG (1992). Group 3 LEA Gene HVA1 Regulation by Cold Acclimation and Deacclimation in Two Barley Cultivars with Varying Freeze Resistance. Plant Physiol.

[B18] Houde M, Belcaid M, Ouellet F, Danyluk J, Monroy AF, Dryanova A, Gulick P, Bergeron A, Laroche A, Links MG (2006). Wheat EST resources for functional genomics of abiotic stress. BMC Genomics.

[B19] Tsvetanov S, Ohno R, Tsuda K, Takumi S, Mori N, Atanassov A, Nakamura C (2000). A cold-responsive wheat (Triticum aestivum L.) gene wcor14 identified in a winter-hardy cultivar 'Mironovska 808'. Genes Genet Syst.

[B20] Dong N, Danyluk J, Wilson KE, Pocock T, Huner NP, Sarhan F (2002). Cold-regulated cereal chloroplast late embryogenesis abundant-like proteins. Molecular characterization and functional analyses. Plant Physiol.

[B21] Tsuda K, Tsvetanov S, Takumi S, Mori N, Atanassov A, Nakamura C (2000). New members of a cold-responsive group-3 Lea/Rab-related Cor gene family from common wheat (Triticum aestivum L.). Genes Genet Syst.

[B22] Borovskii GB, Stupnikova IV, Antipina AI, Vladimirova SV, Voinikov VK (2002). Accumulation of dehydrin-like proteins in the mitochondria of cereals in response to cold, freezing, drought and ABA treatment. BMC Plant Biol.

[B23] Allagulova CR, Gimalov FR, Shakirova FM, Vakhitov VA (2003). The plant dehydrins: structure and putative functions. Biochemistry (Mosc).

[B24] Kobayashi F, Takumi S, Nakamura C (2008). Increased freezing tolerance in an ABA-hypersensitive mutant of common wheat. J Plant Physiol.

[B25] Knox AK, Li C, Vagujfalvi A, Galiba G, Stockinger EJ, Dubcovsky J (2008). Identification of candidate CBF genes for the frost tolerance locus Fr-Am2 in Triticum monococcum. Plant Mol Biol.

[B26] Olien C (1967). Freezing stresses and survival. Ann Rev Plant Physiol.

[B27] Chen TH, Gusta LV, Fowler B (1983). Freezing injury and root development in winter cereals. Plant Physiol.

[B28] Yamaguchi-Shinozaki K, Shinozaki K (1994). A novel cis-acting element in an Arabidopsis gene is involved in responsiveness to drought, low-temperature, or high-salt stress. Plant Cell.

[B29] Baker SS, Wilhelm KS, Thomashow MF (1994). The 5'-region of Arabidopsis thaliana cor15a has cis-acting elements that confer cold-, drought- and ABA-regulated gene expression. Plant Mol Biol.

[B30] Stockinger EJ, Gilmour SJ, Thomashow MF (1997). Arabidopsis thaliana CBF1 encodes an AP2 domain-containing transcriptional activator that binds to the C-repeat/DRE, a cis-acting DNA regulatory element that stimulates transcription in response to low temperature and water deficit. Proc Natl Acad Sci USA.

[B31] Liu Q, Kasuga M, Sakuma Y, Abe H, Miura S, Yamaguchi-Shinozaki K, Shinozaki K (1998). Two transcription factors, DREB1 and DREB2, with an EREBP/AP2 DNA binding domain separate two cellular signal transduction pathways in drought- and low-temperature-responsive gene expression, respectively, in Arabidopsis. Plant Cell.

[B32] Chen JQ, Dong Y, Wang YJ, Liu Q, Zhang JS, Chen SY (2003). An AP2/EREBP-type transcription-factor gene from rice is cold-inducible and encodes a nuclear-localized protein. Theor Appl Genet.

[B33] Gilmour SJ, Zarka DG, Stockinger EJ, Salazar MP, Houghton JM, Thomashow MF (1998). Low temperature regulation of the Arabidopsis CBF family of AP2 transcriptional activators as an early step in cold-induced COR gene expression. Plant J.

[B34] Shinozaki K, Yamaguchi-Shinozaki K (2000). Molecular responses to dehydration and low temperature: differences and cross-talk between two stress signaling pathways. Curr Opin Plant Biol.

[B35] Thomashow MF (2001). So what's new in the field of plant cold acclimation? Lots!. Plant Physiol.

[B36] Vagujfalvi A, Galiba G, Cattivelli L, Dubcovsky J (2003). The cold-regulated transcriptional activator Cbf3 is linked to the frost-tolerance locus Fr-A2 on wheat chromosome 5A. Mol Genet Genomics.

[B37] Vágújfalvi A, Aprile A, Miller A, Dubcovsky J, Delugu G, Galiba G, Cattivelli L (2005). The expression of several Cbf genes at the Fr-A2 locus is linked to frost resistance in wheat. Mol Genet Genomics.

[B38] Stockinger EJ, Skinner JS, Gardner KG, Francia E, Pecchioni N (2007). Expression levels of barley Cbf genes at the Frost resistance-H2 locus are dependent upon alleles at Fr-H1 and Fr-H2. Plant J.

[B39] Badawi M, Danyluk J, Boucho B, Houde M, Sarhan F (2007). The CBF gene family in hexaploid wheat and its relationship to the phylogenetic complexity of cereal CBFs. Mol Genet Genomics.

[B40] Miller AK, Galiba G, Dubcovsky J (2006). A cluster of 11 CBF transcription factors is located at the frost tolerance locus Fr-Am2 in Triticum monococcum. Mol Genet Genomics.

[B41] Hirai MY, Sugiyama K, Sawada Y, Tohge T, Obayashi T, Suzuki A, Araki R, Sakurai N, Suzuki H, Aoki K (2007). Omics-based identification of Arabidopsis Myb transcription factors regulating aliphatic glucosinolate biosynthesis. Proc Natl Acad Sci USA.

[B42] Persson S, Wei H, Milne J, Page GP, Somerville CR (2005). Identification of genes required for cellulose synthesis by regression analysis of public microarray data sets. Proc Natl Acad Sci USA.

[B43] Danyluk J, Kane NA, Breton G, Limin AE, Fowler DB, Sarhan F (2003). TaVRT-1, a putative transcription factor associated with vegetative to reproductive transition in cereals. Plant Physiol.

[B44] Danyluk J, Houde M, Rassart E, Sarhan F (1994). Differential expression of a gene encoding an acidic dehydrin in chilling sensitive and freezing tolerant gramineae species. FEBS Lett.

[B45] Wells DG, Lay CL, Buchenau GW, Johnson VA, Finney KF (1969). Registration of Winoka wheat. Crop Science.

[B46] Awan MA, Konzak CF, Rutger JN, Nilan RA (1980). Mutagenic Effects of Sodium Azide in Rice. Crop Science.

[B47] Gusta LV, Weiser CJ (1972). Nucleic Acid and Protein Changes in Relation to Cold Acclimation and Freezing Injury of Korean Boxwood Leaves. Plant Physiol.

[B48] Chirgwin JM, Przybyla AE, MacDonald RJ, Rutter WJ (1979). Isolation of biologically active ribonucleic acid from sources enriched in ribonuclease. Biochemistry.

[B49] Han K (1997). Partial cDNA of freeze resistance-related gene in wheat isolated by differential display. Master of Science Thesis.

[B50] Dudoit S, Fridlyand J (2002). A prediction-based resampling method for estimating the number of clusters in a dataset. Genome Biol.

[B51] Gentleman RC, Carey VJ, Bates DM, Bolstad B, Dettling M, Dudoit S, Ellis B, Gautier L, Ge Y, Gentry J (2004). Bioconductor: open software development for computational biology and bioinformatics. Genome Biol.

[B52] Irizarry RA, Bolstad BM, Collin F, Cope LM, Hobbs B, Speed TP (2003). Summaries of Affymetrix GeneChip probe level data. Nucleic Acids Res.

[B53] Irizarry RA, Hobbs B, Collin F, Beazer-Barclay YD, Antonellis KJ, Scherf U, Speed TP (2003). Exploration, normalization, and summaries of high density oligonucleotide array probe level data. Biostatistics.

[B54] Irizarry RA, Ooi SL, Wu Z, Boeke JD (2003). Use of mixture models in a microarray-based screening procedure for detecting differentially represented yeast mutants. Stat Appl Genet Mol Biol.

[B55] Eisen MB, Spellman PT, Brown PO, Botstein D (1998). Cluster analysis and display of genome-wide expression patterns. Proc Natl Acad Sci USA.

How the deposited data were processed for this re-analysis (not part of the article)

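Crown tissue of a pair of winter wheat mutant lines of the cultivar Winoka, freeze-resistant (FR) and freeze-susceptible (FS), was compared before (NT) and after (CA) 4 weeks at 4°C, with 2 arrays for each of the 4 groups. The paper describes crown tissue as the region above the roots, taken without leaf or root material. The authors background-corrected and normalized the 8 arrays with gcRMA in R/Bioconductor and deposited log2 values, and the submitters' processing notes name RMA and GCRMA. The deposited table holds 61290 probe sets for each array, with no missing value. Of these, 175 are controls (111 with the prefix AFFX and 64 with RPTR), and 61115 were tested. A floor of 2.15 is shared by 14644 tested probe sets on every array, and 38547 lie above it on every array. The number of arrays limits the precision.

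Gene expression was compared in R 4.3.3 with limma 3.58.1, from the log2 values as deposited, with no further normalization and no filter on low values. A linear model with a mean for each group was fitted to each probe set, and the variances were moderated by empirical Bayes with an intensity trend (4 residual and 0.623 prior degrees of freedom). The comparisons were CA against NT in FR and in FS, FR against FS in NT and in CA, and the difference in response between the lines. Within each comparison the p-values were adjusted by the Benjamini-Hochberg method over the 61115 probe sets, and a probe set was called at an adjusted p under 0.05. Intervals are 95% intervals of the moderated model. A change given as at least a value allows for signals under the array median only, not for the spread between arrays. On simulated data of the same size, 50 probe sets with a log2 change of 0.5, 1, 2 or 4 were recovered in 2%, 22%, 66% and 90% for CA against NT in FR, in 2%, 24%, 60% and 90% for FR against FS in CA, and in 0%, 8%, 40% and 80% for the difference in response. The changed probe sets were drawn only from those with a mean over the arrays more than 4 above the floor. The rates are thus not measured for dimmer probe sets. In the same simulation 17, 15 and 14 of 60915 unchanged probe sets were called in these 3 comparisons. Where few probe sets change, false calls were thus a larger share of the calls than the threshold is meant to allow. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9.

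Of the 41 genes in the paper's heat maps of Vrn, Cbf and Cor/Lea genes, 28 were matched to 33 probe sets through the sequence identifiers that the paper gives. Names beginning with LOC are the symbols of the array's annotation, and the probe sets of a gene are told apart by the ending of their names (s_at, x_at, a_at or A1_at). The other 13 (Vrn-A1, Vrn-B1/D1, TaVrt-2, TaVrn1, Cbf-4, Cbf-15.2, Cbf-6, Cbf-3, Cbf-12, Cbf-14.1, Wrab19, Wcor518 and Wdhn13) were not analysed here. Category I was read as low where a group mean lay under the median of the tested probe sets. Sets of genes were compared by exact two-sided permutation of the genes, 4 such tests in all, adjusted over the 4. The test of ABA-dependent against ABA-independent genes had 3 genes in each set, and the planned test of the Vrn genes was not run.

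Gene lists for cold-acclimated crowns were fixed before the data were examined, as were the tests, the comparisons, the rule for named genes and the alternatives, except those named as chosen later. The 14 lists were matched to the gene names of the array's annotation, in which 1273 probe sets carry 1 symbol (771 distinct symbols) and 59842 carry none. The annotation has no gene titles, so that lists were matched on symbols and on other names in the gene table (200 probe sets), a departure from the plan, and 5 genes that matched by name alone were taken out of 2 lists. The lists with at least 5 members were COR, LEA and dehydrin genes, fructan and sucrose metabolism, antioxidant enzymes, photosynthesis genes, histones with cyclins and DNA replication, pathogenesis-related and lipid transfer proteins, and housekeeping references. These 7 were tested with camera at a preset correlation of 0.01 and again with an estimated correlation. Camera counts each probe set as a member, also where several belong to 1 gene. The fructan list reaches 5 probe sets only with atpA, which was matched through another name in the gene table and lies at the floor, so that its test is not reported. Cell wall genes, heat shock proteins, and gibberellin and abscisic acid genes had 1 to 4 members and were not tested as lists. The lists of vernalization and flowering genes, CBF/DREB factors, root transporters and aquaporins matched no name in the annotation and were not tested. The Cbf genes matched through the paper carry LOC symbols there, so that an empty list does not mean that the array holds no such gene.

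The named genes are all matched genes of the paper's heat maps, and for each comparison the 10 higher and the 10 lower named probe sets with the largest change among those called and changed the same way in both replicates, with up to 2 unnamed probe sets in each direction. Members of the lists were named by the same order, up to 4 in each direction. Replicate numbers were checked for pairing by correlating the residuals of the groups. The 6 pairs of groups gave r from 0.106 to 0.394, all of the same sign, so that the numbers were taken as possibly pairing samples, and a replicate block was run as an alternative. In every group replicate 2 read higher than replicate 1 on the poly-A spike-ins. It read lower on the 5' parts of sucrose synthase and G-6-PDH, and the other controls were mixed. The reported fit leaves such a difference in. The other alternatives were a filter on probe sets above the array median in at least 2 arrays, a floor at the array median, empirical Bayes without the trend and with robust variances, arrays centred on their bright probe sets, quantile normalization, a fit to only the 4 arrays compared, a minimum of a 2-fold change, control probe sets kept, 1 probe set per gene in the lists, other definitions of a low level, medians in place of means in the permutation tests, and leaving out each array in turn. Centring each array on its 36 poly-A spike-in probe sets was chosen after the data were seen. No sample was left out.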

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

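Of the tests below, that for noise near the floor was set before its result was seen, and the others (scaling between lines, 1 array out of line, both spike-in tests and both photosynthesis tests) were chosen only after it was seen.

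Cold acclimation changed 17687 probe sets in FR and 18419 in FS, most of them outside the genes the paper discusses. Among named genes, the largest changes as read in FR were 12.98 (LOC542888, 13.17 in FS) upward and -11.33 (LOC778394, -11.10 in FS) downward on the log2 scale. The lower group of each lies under the array median, and raised to that median it leaves at least 12.27 and 12.47 upward, and -11.08 and -11.06 downward, so that their order among the largest changes is not known. In the gene lists, which share with the paper's heat maps only COR410, not one of those called, the called members in FR were 6 of 10 probe sets of COR, LEA and dehydrin genes, 4 of 6 of antioxidant enzymes, 4 of 33 of photosynthesis genes, 9 of 9 of histones, 4 of 5 of pathogenesis-related and lipid transfer proteins, and 10 of 13 of housekeeping references. Several probe sets of a list can belong to the same gene, and most of the housekeeping list are for tubulins. Of the 33 photosynthesis probe sets, 10 lay at the floor on every array and could not show a fall.

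The response to cold acclimation differed between the lines in 66 probe sets by a test of the difference itself (limma), 39 more positive in FR (59.1%), of which 53 also differed in CA. With a replicate block 22 were called (40.9% more positive in FR). Left out in turn, every array raised the count: 1221 without FR NT replicate 1, 988 without FR NT replicate 2, 1018 without FS NT replicate 1, 888 without FS NT replicate 2, 1862 without FR CA replicate 1, 1505 without FR CA replicate 2, 1591 without FS CA replicate 1 and 1466 without FS CA replicate 2, with the array left alone assumed to vary like the other groups. LOC542847, on its probe set of type s_at, fell less in FR (-0.85) than in FS (-3.83), a difference of 2.97 (limma adjusted p = 0.00923), which did not pass with the replicate block (adjusted p = 0.0911, the highest of 6.27e-09 to 0.0911 over the alternatives). A probe set without a gene name changed by -2.14 in FR and -6.61 in FS, a difference of 4.47 (limma adjusted p = 0.0312) that did not pass with the replicate block (adjusted p = 0.152, the highest over the alternatives from 5.31e-21) or robust variances. Another without a name, close to the floor in both NT groups, rose by 2.02 in FR and 4.02 in FS as read (at least 1.24 and 3.26 with values raised to the array median), a difference of -2.0 (limma adjusted p = 0.00252) that did not pass with robust variances (adjusted p = 0.362, the highest over the alternatives from 0.000175) or relative to the spike-ins.

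After cold acclimation 228 probe sets differed between FR and FS (151 higher in FR, 66.2%), against 13 before, and 35 with a replicate block. For noise near the floor, in 168 of the 228 (73.7%) the higher mean lay above the median of all probe sets. That median (2.86 to 2.95 over the groups) itself lies close to the floor of 2.15, and probe sets at the floor on every array cannot be called. The share therefore cannot decide. The following planned settings were set against this question only after their results were seen. With only probe sets above the array median in at least 2 arrays, 302 differed in CA (75.8% higher in FR) and 0 in NT. With values under the array median raised to it, 295 differed in CA (71.5% higher in FR) and 1 in NT. Noise under the array median is thus argued against as the whole cause, and noise just above it stays open. Picked as called, the 228 have changes large against their SE by construction. Their median absolute change of 0.92 (median SE 0.060) therefore cannot by itself decide on scaling. The array medians differed by at most 0.02, but lie close to the floor. With each array centred on its bright probe sets the change was 0.95 (SE 0.10), and 156 of the 228 were called. Relative to the spike-ins it was 0.92 (SE 0.32), and 87 were called because the spread grew and not because the change shrank. A shift of whole arrays between the lines is thus argued against as the whole cause, and other scaling differences stay open. An array out of line stays open: the count was 2170 without FR CA replicate 1 (89.1% higher in FR), 1815 without FR CA replicate 2 (81.3%), 1815 without FS CA replicate 1 (13.6%), 1686 without FS CA replicate 2 (17.9%), 32 without FR NT replicate 1, 33 without FR NT replicate 2, 48 without FS NT replicate 1 and 47 without FS NT replicate 2, while in NT it was 1212 and 955 without FR NT replicates 1 and 2 and 978 and 859 without FS NT replicates 1 and 2. A difference between the lines in the response to cold may underlie the pattern and stays open as a hypothesis, with 53 of the 228 called in the test of the difference in response. That test uses the same CA arrays as the comparison in CA, so that the overlap is not separate support.

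The poly-A spike-ins were 0.70 higher in the CA arrays than in the NT arrays of each line. Less mRNA in the total RNA of the CA crowns would raise them above the hybridisation spike-ins, and they rose by 0.35 more than these in FR. A brighter scaling of the CA arrays would raise both alike, and the difference in FS was 0.027. The 18S rRNA, on 1 probe set, was 1.73 higher in CA in FR and 1.95 in FS, which less mRNA would also bring, but the explanations cannot be told apart, as the lines point different ways and the hybridisation spike-ins of the FR CA arrays read 10.61 and 11.62. The 4 weeks in the cold and the age of the plants differ together between CA and NT, and neither was tested apart.

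Called photosynthesis genes fell after cold acclimation in both lines: OEE2, OEE1 and petC. A smaller share of green leaf tissue would lower them alike only if each came from leaf alone and every probe set answered alike. Probe sets of the single gene OEE2 already fell unalike in FR, by -4.99 (SE 0.18) and -3.86 (SE 0.17). Unequal falls therefore cannot decide on leaf tissue, and its share stays open. A normalization that shifts an array would lower all by the same amount. It is argued against as the whole cause, since the largest and smallest falls differed by 4.17 in FR (SE 0.22) and 4.04 in FS (SE 0.22). A shift that depends on signal level is argued against in the same sense, since petC and OEE2 on its less changed probe set, close in NT level (14.09 and 13.96 in FR, 14.08 and 14.15 in FS), fell by amounts 3.04 (FR) and 3.14 (FS) apart (SE 0.21). A response to the cold, or the greater age of the CA plants, may be the cause and stays open, untested.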

How the results depend on the processing

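Centring on the poly-A spike-ins was chosen only after the results were seen, and every other setting was planned. Of 415 values (380 of the paper's genes and the named genes, 35 of gene lists), called or not, 393 stayed on their side of the threshold with the replicate block, 22 no longer passed and 0 turned direction. With quantile normalization 406 held and 9 did not, and without the trend 404 and 11. Each array left out in turn left 384 to 397 unchanged. Values never called are among these, so that they do not give the share of calls that held. Most calls between the lines did not hold in every setting. Of the 228 in CA, 34 were made again with the replicate block and 35 with robust variances. Of the 66 in the difference in response, 22 and 14 were. Of the 4 permutation tests, that of category III against the Cor/Lea genes passed at its smallest possible p in each setting but medians in place of means (1.21, exact p = 0.0357, adjusted p = 0.143), and the other 3 passed in none, those of the ABA sets being unable to pass. A p at its minimum does not show how stable the difference is, and with means the difference ran from 2.03 to 3.07. The study chose these Cbf genes for their difference between the lines. Without 1 array the probe sets called numbered 14 to 1212 between lines in NT, 32 to 2170 in CA and 888 to 1862 in the difference in response, the calls of lists 10 to 20, and the correlation of the responses 0.968 to 0.972 (Pearson) and 0.863 to 0.880 (Spearman), the cause of which was not tested. A pair of arrays per group limits what can be called, and signals near the floor carry no change.

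With at least a 2-fold change the probe sets called numbered 0 in NT (limma, 874 at an unadjusted p under 0.05 with no minimum), 106 in CA (82.1% higher in FR) and 17 in the difference in response, fewer by construction. With only the 4 arrays compared they were 28 in NT and 53 in CA. Above the array median they were 0 in NT and 20 in the difference in response (95% more positive in FR), with Spearman 0.971. With robust variances they were 4 in NT, 35 in CA and 15 in the difference. With centred arrays they were 1 in NT, 356 in CA (80.3% higher in FR) and 133 in the difference (79.7%), of which 156 and 29 were among the reported ones. With the replicate block they were 35 in CA, 34 of them among the reported ones, and 22 in the difference, all 22 among them. Of the lists, 18 calls, 2 of them of the fructan list whose test is not reported, became 0 with an estimated correlation. With 1 probe set per gene only 2 lists (COR, LEA and dehydrin genes, and housekeeping references) were large enough to run, and 6 of their 8 calls were made again. Under the 25th percentile, which equals the floor, 0 of the category I genes stayed low by definition. For the settings of this paragraph other than those the cause was not tested.

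With the floor at the array median the counts were 48380 in FR (22.3% higher), 48997 in FS (23.1%) and 1 in NT, with Spearman 0.920. By construction a value at the floor then takes the shift of the array medians: Cbf-D22, Cbf-21.1, Cbf-5.3, Cbf-10 and Cbf-9 turned to -0.066 in FR and -0.070 in FS, as did a probe set without a gene name in FR (-0.066) and Wcor410 in FS (-0.070), and 2 probe sets without a name in NT turned to 0.0097 and 2 in the difference in response to 0.0037. Relative to the spike-ins, which shift every value by 0.70, the counts were 46129 in FR (11.2% higher), 46613 in FS (12.2%), 2 in NT, 428 in CA (76.9%) and 192 in the difference (88.5%). In FR Cbf-D22, Cbf-21.1 and Wcor410 turned to -0.70, Cbf-5.3 and Cbf-9 to -0.67, Wcor719 to -0.0051, Wcor410C to -0.30 and the probe set without a name to -0.36. In FS Cbf-D22, Cbf-5.3, Cbf-10 and Cbf-9 turned to -0.70, Wcor410 to -0.66, Wcor410B to -0.15 and Wcor410C to -0.20. Genes not called turned as well, among them Wcor410B to -0.28, Cbf-14 to -0.38 and Cbf-10 to -0.56 in FR.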

Differences from the paper's values

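No test of a difference was chosen after seeing these values except the spike-in setting, named where it matters. The paper's folds are colours of its heat maps, whose scale ends at about 16, and limma was run on the deposited log2 values. For Cbf-2 in FR the paper's fold is about 2.5 in Fig. 2, read by eye, and 5.42 here as read, or at least 4.61 with the FR NT values, which lie under the array median, raised to it. For Cbf-B22 in FS it is about 16 in Fig. 2, read by eye, and 8.57 here on its probe set of type s_at and 2.13 on that of type x_at. For Cbf-B22 in FR on x_at it is about 8 in Fig. 2, read by eye, and 2.25 here. The paper's text does not say which probe set of Cbf-B22 its colours show. The x_at values may therefore be set against colours of the s_at probe set. On s_at Cbf-B22 in FR was 5.61-fold, which was not counted as differing from the paper's. Of the 15 alternatives set before the data were examined, 0 brought any of these 4 values within the paper's, and all 15 differ. Many of the 15 cannot move a fold, such as the filter, the variance settings, the replicate block and leaving out an array of the other line. The count is therefore not evidence that the differences are firm.

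The paper places Cbf-2 among the genes that rise in both lines, and here its change passed in neither (limma adjusted p = 0.0952 in FR and 0.297 in FS). In FR it passed above the array median (limma adjusted p = 0.029), with the floor at the array median (0.0239) and with centred arrays (0.029). Its pass in FR without either FS CA replicate is no further support, as the change stayed 2.44 and only the widest spread was taken away. In FS the change of Cbf-2 was 2.67 without FS CA replicate 1 and 0.37 without replicate 2. It also passed in FR relative to the spike-ins (limma adjusted p = 0.000274, range 0.000274 to 0.308), a setting chosen after seeing the values, which ends 11 calls of the paper's genes: Cbf-B22 on x_at, Wcor719, Wcor410C and both probe sets of Cor413-Tm1 in each line, and Wcor410B in FS. Cbf-A22 and Cbf-B22 rose in both lines, as the paper states.

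The paper places Cbf-14 and Cbf-19 among the genes that rise in FR CA. Here Cbf-14 did not pass in FR in any setting (limma adjusted p = 0.293, range 0.107 to 0.683). Cbf-19 did not pass (limma adjusted p = 0.0985, at most 0.281 over the alternatives), but passed above the array median (0.0325), with the floor at the array median (0.0221) and with centred arrays (0.0316). Without FR CA replicate 1 or 2 the rise was 0.59 or 1.76. A pass there is no further support, as it leaves 1 array in the group that holds the spread. Cbf-5 rose in FR, as the paper states, but the rise did not pass with a replicate block or without any of several single arrays (2.89 without FR NT replicate 2). The paper treats Cbf-5, Cbf-14 and Cbf-19 as differing between the cold-acclimated lines relative to their controls, with qRT-PCR as well for Cbf-5. The difference in response is nearest to that measure, and limma called 0 of the 3 in it. In FR CA against FS CA, a different measure, limma called 0 of the 3 over all probe sets. There Cbf-5 and Cbf-14 passed when adjusted over the list alone, and 3 had an unadjusted p under 0.05. On simulated data this comparison recovered 24% and 60% of changes of log2 1 and 2, but in probe sets with higher mean signals than these 3 genes. The rates are therefore not measured for genes as dim as these. A missed call does not show equal levels. Cbf-19 passed without FR CA replicate 1 or 2, where that group holds 1 array. Cbf-5 passed relative to the spike-ins, on a spread shared across probe sets. That setting was chosen after seeing the values and ends the 11 calls.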

Other observations

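No test below was chosen after its result was seen, except the spike-in scaling. After 4 weeks in the cold, most histone probe sets were lower in the crowns of both lines. Where the lower group of a gene lies under the array median, its change is given as at least the value left when that group is raised to the median. Such a bound allows for the low signals only, not for the spread between arrays. Of 9 histone probe sets of 3 genes, most of them for H2A-9, 8 fell and 1 rose in each line, with medians of -6.52 in FR and -6.59 in FS. Camera, which counts probe sets of 1 gene as separate members, gave adjusted p = 1.92e-07 in each (adjusted p = 0.116 with an estimated correlation). H2A-9, a histone of the nucleosome core, changed by -10.04 in FR and -10.82 in FS on the log2 scale on the most changed of its probe sets, and H2A-2 by -6.53 and -6.47. H2A-3 fell on 1 probe set (-4.90 and -5.17) and rose on another (0.99 and 1.31), a rise that was not called in either line relative to the spike-ins. In FR it was not called with a replicate block (limma adjusted p = 0.0945), without the trend, with robust variances or without any one array but FR NT replicate 2 (0.71 to 1.08), and in FS not without FS CA replicate 1 (1.18) or 2 (1.43) or FS NT replicate 2 (1.10). The histone wcH2B-8, outside the list, changed by -9.98 and -10.36. TUBA, an alpha-tubulin of the cytoskeleton, changed by at least -6.05 and -6.16 on 1 of its 2 probe sets, and on the other the differences of -0.15 and -0.20 did not pass. XTH, a cell wall loosening enzyme, changed by -2.90 and -3.18, and COMT1, an enzyme of lignin synthesis, by -2.90 and -2.87. Of 13 housekeeping probe sets of 4 genes, most of them for the tubulins TUB and TUBA, 10 fell in FR and 9 in FS (10 and 11 when adjusted over the list alone). Camera, which counts probe sets of 1 gene as separate members, gave adjusted p = 1.97e-05 and 5.5e-06 (adjusted p = 0.116 in both with an estimated correlation). Most of those that fell were tubulins. The others were the ribosomal protein gene RPS29 (-3.98 and -4.35 on 1 probe set, with 0.34 and 0.35 on its other, which did not pass) and CL9 (-1.55 and -1.51). Heat shock protein hsp16.9A, a small chaperone, fell from 12.06 in FR and 12.04 in FS to 2.36 in both lines, a log2 change of at least -9.19 and -9.18 (as read -9.70 and -9.68, but -10.46 or -8.93 in FR without FR NT replicate 1 or 2 and -8.77 or -10.58 in FS without FS NT replicate 1 or 2). These are changes relative to the array's other genes.

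Of 10 probe sets of COR, LEA and dehydrin genes, 6 rose in FR and 7 in FS (7 and 8 when adjusted over the list alone), with medians of 2.26 and 3.31 (camera adjusted p = 8.62e-05 and 9.98e-06, adjusted p = 0.116 in both with an estimated correlation). In it rab rose by at least 11.27 and 11.79 on the most changed of its 3 probe sets, and LEA by at least 9.68 and 10.00. Em, a LEA protein gene of the embryo, rose by 2.76 and 3.01 on its probe set of type x_at, and on another, whose NT means lie under the array median, by 3.60 in FS as read, with 1.75 in FR (limma adjusted p = 0.0943) and a difference in response of -1.85 that was not called (limma adjusted p = 1). Its probe set of type s_at did not pass (0.76 and 0.90). Between the lines the list was lower in FR CA than in FS CA (median -0.20, camera adjusted p = 0.000464, adjusted p = 0.127 with an estimated correlation) and in the difference in response (median -0.33, camera adjusted p = 8.76e-05, adjusted p = 0.116 with an estimated correlation), with no member called by limma in either. The call in CA was lost without FS CA replicate 1 (median -0.21), and that in the difference in response without FR NT replicate 2 (median -0.18) or FS CA replicate 1 (median -0.36). The median in CA moved to -0.044 without FR CA replicate 1 and -0.34 without FR CA replicate 2, and that in the difference in response to -0.54 without FR NT replicate 1. Other lists differed between the lines by camera as well, with no member called by limma. The housekeeping list was higher in FR CA than in FS CA (median 0.14, camera adjusted p = 0.00389, adjusted p = 0.116 with an estimated correlation) and in the difference in response (median 0.12, camera adjusted p = 0.00875, adjusted p = 0.127 with an estimated correlation). The first was lost with centred arrays, with 1 probe set per gene, and without FR CA replicate 2 (median 0.15) or FS CA replicate 2 (median 0.12), and the second with 1 probe set per gene and without FS NT replicate 1 (0.13) or 2 (0.11), FR CA replicate 1 (0.15) or 2 (0.14), or FS CA replicate 2 (0.14). The antioxidant list was lower in FR CA (median -0.23, camera adjusted p = 0.0327, adjusted p = 0.365 with an estimated correlation), a call lost above the array median and without FR CA replicate 1 (-0.064), FS CA replicate 1 (-0.34) or FS CA replicate 2 (-0.10).

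Antioxidant enzymes fell on 4 of 6 probe sets in each line: the catalase CAT1 changed by -5.06 in FR and -3.96 in FS, and Prx1 on 3 probe sets by -1.62 to -1.09 and -1.55 to -0.80, while a further probe set of each gene did not pass (Prx1 0.05 and 0.18, CAT1 close to the floor). Camera gave adjusted p = 0.0219 and 0.0266, and adjusted p = 0.365 in both with an estimated correlation. The list's call was lost in FR without FR NT replicate 2 (median -0.96), and in FS above the array median, with centred arrays, and without FS NT replicate 1 (median -0.85) or FS CA replicate 1 (median -0.80). The call of Prx1 on its probe set of type a_at was lost in FR without FR CA replicate 1 (-0.91) or FR NT replicate 2 (-0.91) and in FS without FS CA replicate 1 (-0.88) or FS NT replicate 1 (-0.90) or 2 (-1.09). The photosystem gene OEE2 changed by -4.99 and -4.70 on 1 probe set and by -3.86 and -3.80 on its other, OEE1 by -1.33 and -1.02, and petC by -0.82 and -0.66, while the other 29 of the 33 photosynthesis probe sets, most of them for rbcl, did not pass. Of these 29, 10 lay at the floor on every array and most of the rest close to it, where no fall could show. They are thus not evidence that most photosynthesis transcripts stayed unchanged. The list's median was 0.00 in both lines while camera's direction was down (adjusted p = 0.0716 in FR and 0.0271 in FS, the second 0.302 with an estimated correlation), the call in FS was lost without FS NT replicate 1 (0.00) or FS CA replicate 1 (0.00), and in FR the list was called above the array median (median -0.58), with quantile normalization, and without FR NT replicate 1 (0.00) or FS NT replicate 2 (0.00). The call of petC was lost in FR without FR CA replicate 1 (-0.79) and in FS without FS CA replicate 1 (-0.72) or 2 (-0.61) or FS NT replicate 1 (-0.52). Of 5 pathogenesis-related and lipid transfer probe sets 4 fell in each line, with LTP3 at -1.98 and -2.77 on the more changed of its 2 probe sets and PR5 at -1.89 and -2.02 (camera adjusted p = 0.0127 and 0.0165, adjusted p = 0.167 and 0.173 with an estimated correlation), the list's call in FS being lost without FS CA replicate 1 (median -1.87). Among fructan genes 1-FEH, a fructan exohydrolase, changed by -2.47 and -2.10, and 6-FEH, another, rose in FS on a pair of probe sets (1.58 and 1.26, with 0.40 and 0.38 in FR, which did not pass, and differences in response of -1.19 and -0.88 that limma did not call, adjusted p = 1 and 0.506), rises that were not called relative to the spike-ins, and the first of them not with a replicate block (limma adjusted p = 0.073), without the trend, with robust variances or without any one array but those of FR NT (1.42 to 1.74). GA20ox1b, an enzyme of gibberellin synthesis, changed by -1.59 in FS and -0.57 in FR (not called), with a difference in response of 1.02 that was not called (limma adjusted p = 1), the fall in FS not called with a replicate block (limma adjusted p = 0.0565) or without any one array but those of FR NT and FS NT replicate 2 (-1.76 to -1.33).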
